# The Interaction Between Long Non-coding RNA HULC and MicroRNA-622 via Transfer by Extracellular Vesicles Regulates Cell Invasion and Migration in Human Pancreatic Cancer

**DOI:** 10.3389/fonc.2020.01013

**Published:** 2020-06-23

**Authors:** Kenji Takahashi, Kazuya Koyama, Yu Ota, Hidetaka Iwamoto, Keisuke Yamakita, Satoshi Fujii, Yohei Kitano

**Keywords:** long non-coding RNA, microRNA, epithelial-mesenchymal transition, invasion, migration, pancreatic ductal adenocarcinoma

## Abstract

Although non-coding RNAs (ncRNAs) are involved in disease pathogenesis, their contributions to pancreatic ductal adenocarcinoma (PDAC) remain unclear. Recently, the interrelationship between two classes of ncRNA, long non-coding RNAs (lncRNAs), and microRNAs (miRNAs), has been reported to contribute to the epigenetic regulation of gene expression in several diseases including cancers. Moreover, some ncRNAs can be transferred by extracellular vesicles (EVs) from their donor cells to recipient cells. We previously verified that lncRNA HULC is up-regulated in PDAC cells and the intercellular transfer of HULC by EVs can promote PDAC cell invasion and migration through the induction of epithelial–mesenchymal transition (EMT). Therefore, we identified the miRNA that could target HULC and investigated the functional contributions of the miRNA–HULC interaction and EV transfer of miRNA to the EMT pathway in PDAC. Microarray analysis revealed 187 miRNAs that were decreased to <0.87-fold in Panc-1 cells treated with TGF-β compared with the control. Of these, miR-622 was predicted to target HULC directly by bioinformatics analysis. Expression of miR-622 was significantly down-regulated by TGF-β in a panel of PDAC cells. miR-622 overexpression by a miRNA mimic significantly decreased HULC expression, increased E-cadherin expression, and decreased expression of Snail, N-cadherin, and vimentin. Moreover, overexpression of miR-622 significantly reduced cell invasion and migration whereas inhibition of miR-622 increased HULC expression and promoted EMT signaling, invasion, and migration of PDAC cells. Furthermore, incubation with miR-622-overexpressing EVs could transfer miR-622, which significantly elevated miR-622 expression and decreased cell invasion and migration via inhibition of the EMT pathway in recipient PDAC cells. These results provide mechanistic insights into the development of PDAC by demonstrating that miR-622, as a miRNA downregulated by TGF-β, could target HULC and suppress invasion and migration by inhibiting EMT signaling via EV transfer. These observations may identify EV-encapsulated miRNA as a novel therapeutic target for human PDAC.

## Introduction

Pancreatic ductal adenocarcinoma (PDAC) is a highly invasive and metastatic cancer, and more than 80% of patients have an advanced stage at diagnosis. Invasion or metastasis at the early stage of PDAC are associated with poor prognosis (1, 2). The epithelial–mesenchymal transition (EMT) process plays important roles in the differentiation of multiple tissues and organs through morphological transformation from epithelial cells into cells with a mesenchymal phenotype, and is thought to be an crucial trigger for tumor invasion and migration in PDAC (3, 4). Long non-coding RNAs (lncRNAs), which are non-protein-coding RNAs (ncRNAs) >200 nucleotides in length, are being increasingly elucidated to regulate many biological processes via diverse mechanisms (5). Although de-regulated expression of lncRNAs has been reported to be related to several diseases (6, 7), their roles in EMT in PDAC are not well-understood. We recently showed that the lncRNA highly up-regulated in liver cancer (HULC) promoted PDAC cell invasion and migration via induction of the EMT pathway (8). However, there is little information about the roles of lncRNAs in PDAC development.

The regulatory mechanisms of interactions between lncRNAs and microRNAs (miRNAs) reportedly affect epigenetic regulation in several diseases (9). The crosstalk between these ncRNAs occurs by competing for shared miRNA response elements, suggesting that lncRNAs can interact with specific miRNAs and work as competing endogenous RNAs (ceRNAs) to inhibit degradation of the targeted transcripts of those miRNAs (10). The regulation by ceRNA is exemplified by the lncRNA differentiation antagonizing non-protein coding RNA, which binds miR-33a-5p and regulates the expression level of its downstream miRNA-target genes in esophageal squamous cell carcinoma (11). The lncRNA X-inactive specific transcript functions as a ceRNA of miR-126 and then regulates the IRS1/PI3K/Akt pathway in glioblastoma cells (12). Meanwhile, we recently reported that miR-133b could target lncRNA HULC and inhibit the EMT pathway via suppression of HULC expression in PDAC cells, suggesting that lncRNAs can be targeted by miRNAs (8). Based on this knowledge, we aimed to identify other interactions between HULC and miRNAs that could modulate tumor cell invasion and migration via EMT regulation.

Extracellular vesicles (EVs) exhibit a diverse range of sizes (100~5,000 nm in diameter) and are generally known in the literature as exosomes, microvesicles, or apoptotic bodies. EVs enclose cytosolic proteins, lipids, and nucleic acids (13, 14). EVs can transfer their contents from donor cells to recipient cells and mediate recipient cell phenotypes. In addition to proteins, lipids, and mRNAs, miRNAs and other ncRNAs are also possible EV cargoes. The theory that ncRNAs contained within EVs can be delivered to recipient cells and directly modulate their targeted mRNAs is widely recognized as an actively explored hypothesis in several cancer fields. This mechanism of EV-mediated intercellular communication has been revealed by several authors (13, 15–17). We previously reported that miR-30e could be transferred by cholangiocarcinoma (CCA) cell-derived EVs, and suppress recipient CCA cell invasion and migration (18). In PDAC, some investigators reported that EV-encapsulated miRNAs, such as miR-196a, miR-1246, or miR-4644, could contribute to tumor development and play crucial roles in the diagnosis as tools of liquid biopsy (19–21). Therefore, we focused on identifying the mechanisms of ncRNA transfer by PDAC-derived EVs and investigated their contributions to PDAC development.

In the present study, we identified a miRNA that can negatively regulate HULC and be involved in the EMT pathway. Moreover, we investigated the contributions of the interrelationship between HULC and the miRNA to PDAC cell invasion and migration. Furthermore, we elucidated the regulatory mechanisms of PDAC cell invasion and migration via the intercellular miRNA transfer by EVs.

## Materials and Methods

### Cell Lines and Reagents

The human pancreatic cancer cell lines Panc-1, MIA PaCa-2, and BxPC-3 were obtained from the American Type Culture Collection (ATCC; Manassas, VA, USA), and KP-3 and QGP-1 were purchased from the Japanese Collection of Research Bioresources Cell Bank (Osaka, Japan). Panc-1 cells were cultured in high-glucose Dulbecco's modified Eagle's medium (DMEM; Thermo Fisher Scientific, Waltham, MA, USA) containing 10% fetal bovine serum (FBS) and 1% penicillin–streptomycin (Thermo Fisher Scientific). MIA PaCa-2 cells were cultured in high-glucose DMEM containing 10% FBS, 2.5% horse serum, and 1% penicillin–streptomycin. BxPC-3, KP-3, and QGP-1 cells were cultured in Roswell Park Memorial Institute (RPMI) 1640 medium (Thermo Fisher Scientific) containing 10% FBS and 1% penicillin–streptomycin. All cells were cultured at 37°C in an atmosphere containing 5% CO_2_. TGF-β (TGF-β1) was obtained from EMD Millipore (Billerica, MA, USA). Cells were treated with 10 ng/mL TGF-β for 72 h to induce EMT.

### Isolation of EVs

Vesicle-depleted medium prepared using exosome-depleted FBS (Thermo Fisher Scientific) was used for all studies. Isolation of EV was performed as described previously (8). The ultracentrifuged pellet comprised an EV preparation that contained a heterogenous population of EVs and was used to isolate EV RNA or other studies, or was resuspended in 50–100 μL of phosphate-buffered saline and stored at −80°C. The protein yield was evaluated using a bicinchoninic acid (BCA) protein assay kit (Thermo Fisher Scientific), and EV morphology was visualized by transmission electron microscopy.

### Isolation of RNA

Total RNA was extracted from cells using the miRNeasy Mini Kit (Qiagen, Valencia, CA, USA), and extracellular RNA (exRNA), including EV RNA, was extracted using ExoQuick-TC (System Biosciences, Mountain View, CA, USA) in accordance with the manufacturer's instructions. For the latter, cells (1 × 10^6^) were seeded in 11 mL of EV-depleted medium on 10-cm dishes. After 72–96 h, the medium was collected and sequentially centrifuged at 3,000 × *g* for 15 min to remove cells and cell debris. Next, 10 mL of supernatant was transferred to a sterile vessel and combined with 2 mL of ExoQuick-TC. After an overnight precipitation at 4°C, exRNA was extracted using the SeraMir Exosome RNA Amplification Kit (System Biosciences) in accordance with the manufacturer's instructions. RNA concentration was measured using a NanoDrop ND-1000 instrument (NanoDrop Technologies, Wilmington, DE, USA).

### miRNA Microarray Analysis

We referred to and used the data from a previous miRNA microarray analysis (8). The miRNA microarray data can be accessed using the National Center for Biotechnology Information GEO Database (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi) under accession no. GSE121369.

### Polymerase Chain Reaction (PCR) Analysis

RNA was treated with RNase-free DNase I (Qiagen) and reverse-transcribed to cDNA using the iScript cDNA Synthesis Kit (Bio-Rad Laboratories, Hercules, CA, USA). Real-time quantitative reverse-transcription PCR (qRT-PCR) was performed to analyze mRNAs using an Applied Biosystems 7300 Real-Time PCR System (Applied Biosystems, Foster City, CA, USA), and expression was normalized to that of RNU6B (U6) with SYBR green I (SYBR Advantage qPCR Premix; Clontech Laboratories, Mountain View, CA, USA). The following PCR primers were used: E-cadherin forward: 5′-TGCACCAACCCTCATGAGTG-3′ and reverse: 5′-GTCAGTATCAGCCGCTTTCAG-3′; Snail forward: 5′-TTCTCACTGCCATGGAATTCC-3′ and reverse: 5′-GCAGAGGACACAGAACCAGAAA-3′; N-cadherin forward: 5′-TCGCCATCCAGACCGACCCA-3′ and reverse: 5′-TGAGGCGGGTGCTGAATTCCC-3′; vimentin forward: 5′-CCTGAACCTGAGGGAAACTAA-3′ and reverse: 5′-GCAGAAAGGCACTTGAAAGC-3′; U6 forward: 5′-CTCGCTTCGGCAGCACA-3′ and reverse: 5′-AACGCTTCACGAATTTGCGT-3′. Expression of mature miRNA-622 was assessed using the TaqMan Human MicroRNA Assay Kit (Applied Biosystems) and normalized to the expression of U6.

### Transfection of miRNA Mimic or Inhibitor

PDAC cells were transfected with a mirVana miR-622 mimic, inhibitor, or negative control (Applied Biosystems) using Lipofectamine RNAiMAX (Life Technologies, Grand Island, NY, USA). After 48–72 h, the cells were collected and used for further experiments.

### Western Blot Analysis

Total protein was isolated from cultured cells using cOmplete Lysis-M EDTA-free and cOmplete, Mini, EDTA-free Protease Inhibitor Cocktail Tablets (Roche, Basel, Switzerland). Protein concentrations were assessed using a BCA protein assay kit (Thermo Fisher Scientific). Equivalent amounts of protein samples were mixed with NuPAGE LDS Sample Buffer (4×), separated in NuPAGE Novex 4–12% Bis-Tris Gels (Life Technologies), and transferred onto nitrocellulose membranes. The membranes were blocked with blocking buffer (TBS-T [25 mM Tris-HCl pH 7.4, 125 mM NaCl, 0.05% Tween-20] with 5% bovine serum albumin [Sigma-Aldrich, St. Louis, MO, USA]) for 1 h, and incubated overnight at 4°C with the following primary antibodies and subsequently with corresponding secondary antibodies for 1 h at room temperature. Antibodies and dilutions used were rabbit monoclonal anti-E-cadherin (1:1000, Cell Signaling Technology, Danvers, MA, USA), goat polyclonal anti-Snail (1:1,000; Abcam, Cambridge, UK), rabbit monoclonal anti-N-cadherin (1:1,000; Cell Signaling Technology), rabbit monoclonal anti-vimentin (1:1,000; Cell Signaling Technology), and mouse monoclonal anti-β-actin (1:5,000; Santa Cruz Biotechnology, Dallas, TX, USA). Immunoreactive bands were detected using the ChemiDoc XRS + Imaging System (Bio-Rad Laboratories), and protein levels are presented relative to that of β-actin.

### Cell Proliferation and Viability Assays

For the cell proliferation assay, cells (1 × 10^4^ per well) were passaged in 24-well plates. Trypan blue staining was done at the indicated time points, and the number of viable cells was shown relative to that at baseline. For the cell viability assay, cells (1 × 10^4^ per well) were plated into 96-well plates in appropriate media. Cell viability was assessed by CellTiter 96 AQueous One Solution Assay (Promega, Madison, WI, USA). Background correction was performed by subtracting the background fluorescence of wells without cells.

### Cell Invasion and Migration Assays

Transwell permeable support 24-well plates (Corning Inc., Corning, NY, USA) were used for cell invasion assays. The Transwell plates were pre-coated with pre-diluted Matrigel (5 μg/μL; BD Biosciences, Bedford, MA, USA). Cells (5 × 10^4^ per well) were seeded in 100 μL of serum-free medium in the upper chamber, and the lower chamber of the Transwell was filled with 600 μL of medium supplemented with 10% FBS. After a 24-h incubation, cells remaining on the upper surface of the Transwell chamber were removed using a cotton swab. The cells that had invaded through the Matrigel to the bottom of the insert were fixed and stained using Diff-Quik (Sysmex, Hyogo, Japan). The number of migrated cells was detected in three random high-powered fields under a light microscope, and the relative number was counted. Cells (4 × 10^5^ per well) were plated into 6-well plates and grown to 90% confluence for cell migration assays. Straight scratches were made using a sterile pipette tip. Floating cells were removed, and the cultures were maintained. Images of wounds were taken immediately and after 24 h. Cell migration was assessed by measuring the wound closure.

### Luciferase Reporter Assays

HULC, containing the miR-622 binding site sequence, was cloned into the firefly luciferase reporter vector. The vector and an empty vector were purchased from OriGene Technologies (Rockville, MD, USA). Cells (2 × 10^5^ per well) were plated into 6-well plates and treated with 12.5 nM miR-622 or a negative control mimic. After 24 h, those cells were co-transfected with 0.2 μg of firefly luciferase reporter vector containing the HULC sequence or the empty vector and transfected with 0.1 μg of *Renilla* luciferase reporter pRL-SV40 (Promega) using Lipofectamine 2000 (Thermo Fisher Scientific). After another 24 h, luciferase activity was evaluated using the Dual-Luciferase Reporter Assay (Promega). Relative firefly luciferase activity was normalized to *Renilla* luciferase activity.

### Statistical Analysis

Data are shown as the mean and standard error of at least three independent experiments, unless indicated otherwise. Comparisons between groups were performed using the two-tailed Student's *t*-test, one-way analysis of variance, or Mann–Whitney test, followed by the Bonferroni *post-hoc* test. Differences were considered statistically significant at *P* < 0.05.

## Results

### HULC Is an EMT Inducer of PDAC and a Direct Target of miR-622

It has been reported that TGF-β induces the EMT pathway, which triggers invasion and metastasis in PDAC. We recently reported that lncRNA HULC could promote tumor cell invasion and migration via induction of the EMT pathway in human PDAC cells. Also, HULC could be transferred by PDAC-derived EVs and modulate recipient PDAC cell phenotypes. Recently, the relationship between miRNAs and lncRNAs was reported to affect epigenetic regulation in digestive cancers (22). Therefore, to elucidate the regulatory mechanisms of EMT by targeting HULC, we aimed to investigate the mechanisms of HULC–miRNA interactions. 

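Panc-1 cells, an established line from a human pancreatic ductal adenocarcinoma, were profiled on 6 miRNA arrays. RNA from untreated control cells was on 3 arrays and RNA from cells treated with 10 ng/mL of TGF-β, a secreted cytokine, for 72 h was on the other 3. Each array was read in 1 colour and held 3200 spots, of which 2565 were miRNA probes with a single spot each and 320 were blank spots. The authors deposited the scanner's median intensity of every spot with its local background, and a table of processed values. The processed values were rebuilt from the scanner intensities. The mean of the blank spots, with 5% of them left out at each end, was subtracted from each signal, and the remainder was multiplied by a factor that set the median of the array's own detected miRNAs to 25. No value was given where the signal did not exceed the blank mean by 2 SD or the spot was flagged. Values rebuilt in this way differed from the deposited values by no more than rounding to whole numbers gives, and were missing for the same miRNAs on every array. The factors were 4.12, 4.31 and 3.37 for the control arrays and 4.16, 4.78 and 3.92 for the TGF-β arrays. The blank spots had means of 18.2 to 21.3 intensity units and SDs of 0.528 to 0.768, which gave detection limits of 19.5 to 22.8 units. The median miRNA spot of an array gave 20.4 to 24.1 units. In the planned analysis, signals were corrected with the local background by limma's normexp method with an offset of 50, quantile normalized over the miRNA probes and compared with limma on the log2 scale, with Benjamini-Hochberg adjustment over the detected miRNAs. The local background rose with the signal of the spot itself. On spots with a signal above 200, of which there were 131 to 155 per array, the median ratio of local background to signal was 0.990, 0.434 and 0.728 on the control arrays and 0.814, 0.478 and 0.594 on the TGF-β arrays. Across the 1282 miRNAs detected on all 6 arrays, which are not independent replicates, the correlation of log2 values between pairs of arrays was 0.627 to 0.970 after this correction, and 0.984 to 0.992 when the mean of the blank spots was subtracted in its place with a floor of 1. Results with this blank-spot background, which was among the alternatives set in advance, are given beside those with the local background. All control arrays were on 1 slide and all TGF-β arrays on another, so that slide and treatment cannot be told apart. The number of arrays limits the precision, and the smallest 2-sided p of an exact permutation test with 3 arrays against 3 is 0.1.

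**Figure D1:**
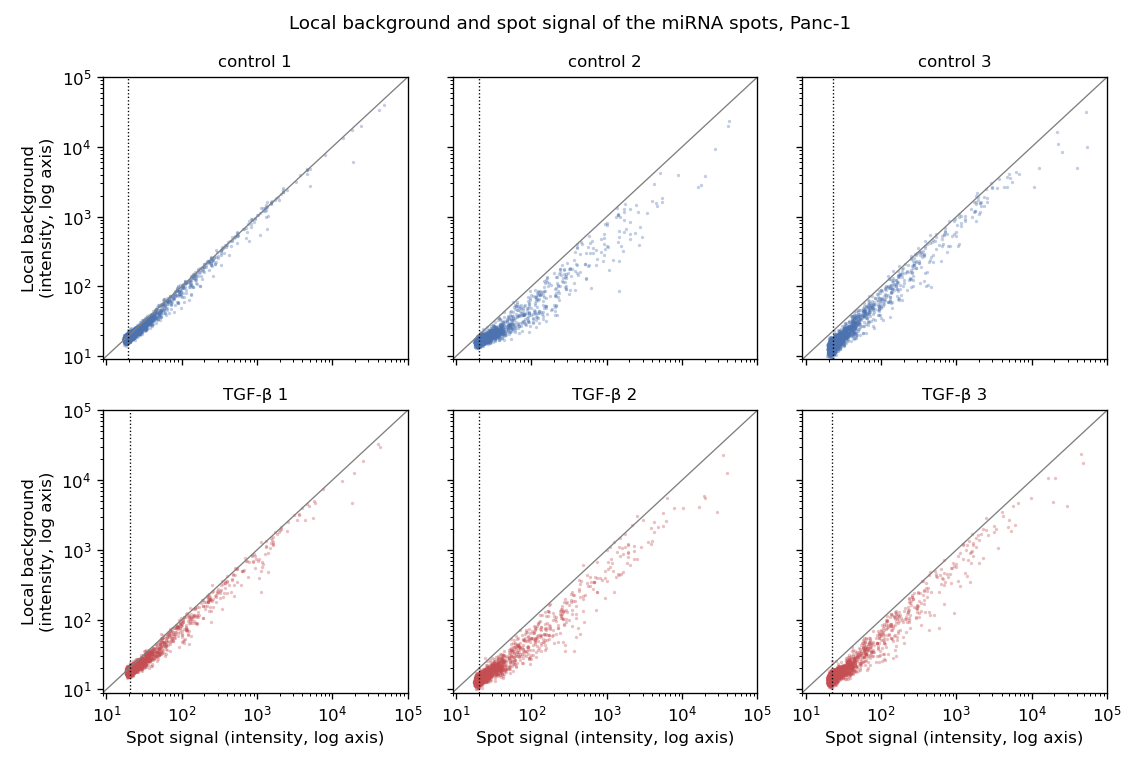
Local background against spot signal of the miRNA probes on each of the 6 arrays, both in intensity units on log axes. Each point is a probe, the grey line marks a background equal to the signal, and the dotted line is the array's detection limit of 19.5 to 22.8 units. The background climbs with the signal on every array, closest to the grey line on control replicate 1, where the median ratio on bright spots was 0.990.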

We identified candidate miRNAs that can target HULC and are down-regulated by TGF-β (TGF-β1) using previous miRNA microarray data (8). We assumed that candidate tumor-suppressing miRNAs would inhibit EMT pathway through targeting HULC. The microarray analysis detected 187 miRNAs whose expression was reduced <0.87-fold in Panc-1 cells treated with TGF-β compared with the control (Figure 1A). Among them, miR-622 was predicted to target HULC directly based on bioinformatics analysis on miRNA.org (Figure 1B). miR-622 expression was down-regulated by TGF-β treatment in a panel of pancreatic cancer cells (Figure 1C). miRNAs are involved in the post-transcriptional regulation of RNA expression through their complementary binding to the 3′ untranslated region of their RNA targets (23). 

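In the deposited values, 1719 miRNAs had a value on at least 1 array of each group. The ratio of the TGF-β mean to the control mean, taken over the arrays with a value, was below 0.87 for 186 of these miRNAs and above 1/0.87 for 626. This rule was chosen after the values were seen. When TGF-β replicate 2 was left out, the counts were 372 below and 366 above. Over the 1457 miRNAs detected on every array of at least 1 group, the planned analysis with the local background gave 105 miRNAs below 0.87-fold and 90 above 1/0.87-fold. The alternatives that moved this count most were no normalization between arrays, with 9 below and 139 above, and the blank-spot background, with 285 below and 297 above. The planned offset of 50 makes the fold changes of dim miRNAs smaller, and an offset of 0 gave 185 below and 146 above. The paper's text states no test for this threshold, and the counts were set against those from other groupings of the same arrays. With the 6 arrays divided in the 9 other ways into 3 and 3, between 651 and 943 miRNAs passed either threshold in the deposited values, compared with 812 for the real groups. The corresponding counts were 177 to 247 with the local background, compared with 195, and 458 to 570 with the blank-spot background, compared with 582. Each array was also set against the other arrays of its own group. Between 129 and 887 miRNAs were then below 0.87-fold in the deposited values, 79 to 174 with the local background and 295 to 367 with the blank-spot background. These comparisons set 1 array against 2, vary more than those of 3 arrays with 3, and give no bound on the counts between the groups.

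**Figure D2:**
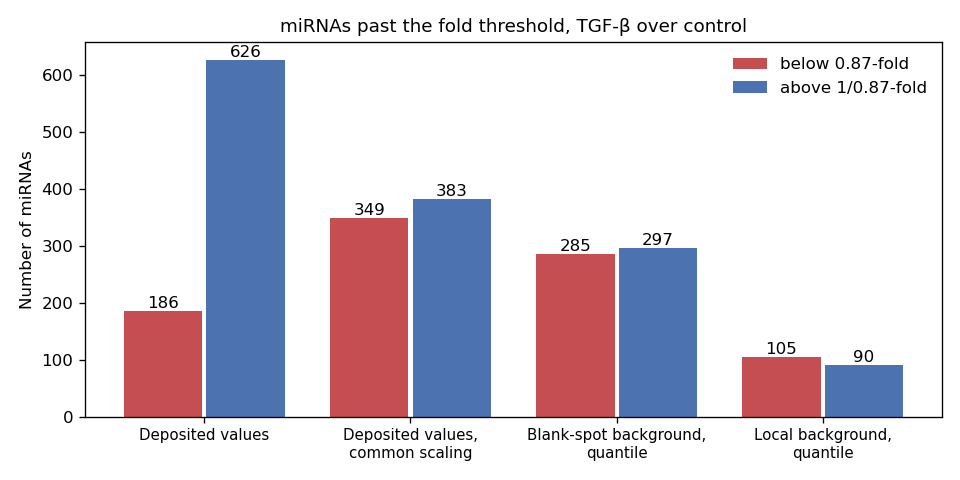
Number of miRNAs below 0.87-fold (red) and above 1/0.87-fold (blue) in TGF-β-treated over control Panc-1 cells under 4 ways of processing the same 6 arrays. In the deposited values 186 miRNAs are below and 626 above the thresholds. With the same values scaled on the miRNAs detected on all arrays, 349 are below and 383 above.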

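miR-622 is encoded by MIR622 on chromosome 13 of GRCh38.p14 from 90231182 to 90231277, inside the interval of the pseudogene KRT18P27 (90230331 to 90231737). HULC is a lncRNA gene on chromosome 6 from 8652269 to 8653856, inside the interval of the lncRNA LOC100506207. The array files carry no coordinates. miR-622 was detected on all 6 arrays, with signals of 24.9, 25.9 and 31.2 intensity units in control cells and 25.2, 24.4 and 26.6 in TGF-β-treated cells, which were 8.49 to 12.9 SDs of the blank spots above their mean. Its deposited values were 29.7 ± 3.06 (SD, n = 3) in control cells and 24.7 ± 2.08 (SD, n = 3) in TGF-β-treated cells, a ratio of 0.831. In the order of deposited ratios from the lowest, miR-622 had rank 133 of 1719. The groups differed by 5 units, and the SD of single blank spots on the same scale was 2.52 to 2.73 units per array. That SD describes 1 spot on 1 array and is not the error of a difference between means of 3 arrays. The exact permutation test on the deposited values gave p = 0.2 (2-sided), and on the values before rounding p = 0.1, when every control array was above every TGF-β array. With the local background, the log2 fold change was -0.042 (standard error 0.054, adjusted p = 0.987 from limma), and the groups overlapped (exact permutation test, p = 0.8). It was close to the median of all detected miRNAs without normalization between arrays (0.040, all miRNAs 0.037), with median scaling (0.0042, all miRNAs 0.0011) and with 75th percentile scaling (0.0061, all miRNAs 0.0030), so its sign there says nothing about miR-622 itself. Without control replicate 1 it was 0.019. These fits with the local background added an offset of 50 before the log2. The signal of miR-622 above the blank mean was only 5.60 to 9.88 units, so the offset by itself makes its log2 fold change smaller. An offset of 0 gave a log2 fold change of -0.11 (standard error 0.14, adjusted p = 0.991 from limma). With the blank-spot background, the log2 fold change was -0.42 (standard error 0.15, adjusted p = 0.224 from limma), a ratio of 0.748. It stayed between -0.48 and -0.35 with each array left out in turn. Over the alternatives to the planned analysis, the adjusted p lay between 0.224 and 1.00. Within the blank-spot background, the alternatives gave an adjusted p between 0.182 (the methods' t-test) and 0.765 (limma without normalization between arrays). The reduction of miR-622 was larger than the SD within the groups in the deposited values but did not pass the adjusted threshold in any of these fits. From the reduction on the array and the predicted pairing with HULC, the paper takes miR-622 as a candidate, and it goes on to the cell line panel and the luciferase reporter, which are not analysed here.

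**Figure D3:**
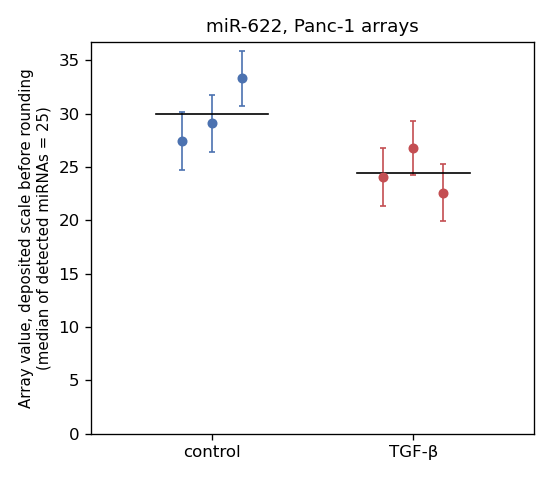
Array value of miR-622 in 3 control (blue) and 3 TGF-β-treated (red) Panc-1 arrays, on the deposited scale before rounding, where the median of an array's detected miRNAs is 25. Points are arrays, error bars are 1 SD of the array's blank spots and black lines are group means. The values were 27.4, 29.1 and 33.3 in control cells and 24.0, 26.8 and 22.6 in TGF-β-treated cells.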

Bioinformatics analysis by miRNA.org revealed that HULC has a seven-nucleotide miR-622 binding site. Hence, to validate whether miR-622 can directly target HULC, we performed co-transfection of a miR-622 mimic and a firefly luciferase reporter vector including the target site of HULC into Panc-1 and MIA PaCa-2 cells. HULC firefly luciferase activity was significantly attenuated in miR-622-overexpressing cells (Figure 1D), confirming the specific interaction between miR-622 and HULC. According to these results, we focused on miR-622 as a candidate EMT-suppressing and onco-suppressive miRNA in further experiments.

**Figure 1:**
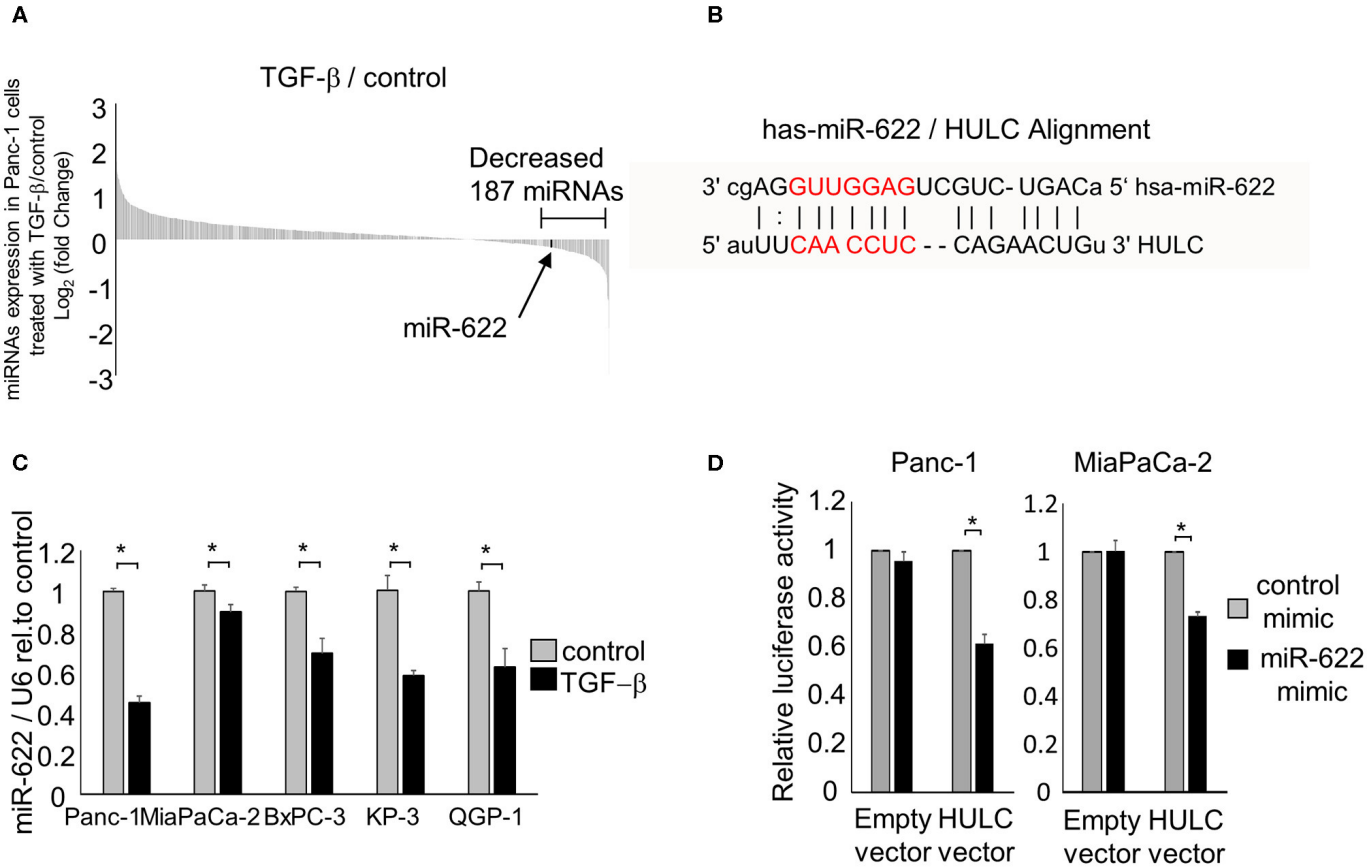
miRNAs that can target HULC in PDAC cells. **(A)** Panc-1 cells were treated with or without (control) 10 ng/mL of TGF-β. After incubation for 72 h, RNA was isolated, and expression profiling of 2,555 miRNAs was performed. The expression of 1,719 miRNAs was detected in Panc-1 cells. Waterfall plot of all the up- and down-regulated genes in TGF-β-treated Panc-1 cells compared to those of non-treated (control) cells is shown. Expression of 187 miRNAs was decreased <0.87-fold in Panc-1 cells treated with TGF-β. **(B)** miR-622 was predicted to target HULC directly by bioinformatics analysis on miRNA.org. **(C)** RNA was isolated and miR-622 expression was assessed by qRT-PCR in PDAC cells treated with 10 ng/mL TGF-β for 72 h. miR-622 expression relative to the controls is presented. Gene expression was normalized to that of U6. **(D)** Panc-1 and MIA PaCa-2 cells were transfected with 12.5 nM miR-622 or control mimic and, after 24 h, were co-transfected with 2.0 μg of the HULC firefly luciferase reporter vector or empty vector and 0.1 μg of the *Renilla* luciferase reporter pRL-SV40. Relative firefly luciferase activity was measured after a further 24 h and normalized to *Renilla* activity. Bars are the means ± SEM of three independent experiments. *P < 0.05.

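The array files list 2565 miRNA probes under separate identifiers. Of these, 2550 name a single human miRNA and 15 name several miRNAs that share a probe. The remaining spots of each array were controls, blanks or empty positions. Over the 6 arrays, 3 miRNA spots carried a flag from the scanner and were treated as missing.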

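On single arrays, 1531, 1604 and 1592 miRNAs were detected in control cells and 1563, 1787 and 1586 in TGF-β-treated cells. By the planned rule, detection on every array of at least 1 group, 1457 of the probes (56.8%) were detected. Detection on at least 1 array in all gave the count farthest from this, 2043, and 1282 were detected on all 6 arrays. A stricter limit of 3 SDs above the blank mean gave 1288. A value on at least 1 array of each group, a rule chosen after the data were seen, gave 1719. Values were given only on control arrays for 115 miRNAs and only on TGF-β arrays for 209.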

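The log2 ratios of the deposited values ran from -2.87 to 2.09 with a median of 0.12. The largest factor was that of TGF-β replicate 2, the array with the most detected miRNAs. When the arrays were scaled on the miRNAs detected on all 6 of them, a setting chosen after the values were seen, its factor changed to 0.783 of its former size relative to that of control replicate 1. The factors of the other arrays stayed between 0.968 and 1 of theirs, and the median log2 ratio became 0.00096, as this scaling by itself brings it near 0. In the planned fit with the local background, limma called 0 miRNAs at an adjusted p under 0.05, 35 had an unadjusted p under 0.05 and the smallest adjusted p was 0.987. The methods' t-test on the same values gave 39 before and 0 after adjustment. The largest changes in that fit with separate groups were rises of miR-425-5p (log2 fold change 1.64), miR-30b-5p (1.49) and miR-376b-3p (1.30) and falls of miR-15a-5p (-0.71), miR-133b and miR-133a-3p, each with an adjusted p of 0.987. miR-425-5p and miR-30b-5p were lower, not higher, with the blank-spot background (-0.27 and -0.30). With the blank-spot background, limma called 58 miRNAs, of which 20 were lower and 38 higher in TGF-β-treated cells, and 200 had an unadjusted p under 0.05. The methods' t-test gave 195 before and 17 after adjustment. The deposited values gave 31 calls with limma, 4 lower and 27 higher. Among the called miRNAs with groups apart, the largest rises with the blank-spot background were those of miR-181a-2-3p (log2 fold change 1.96, standard error 0.11, adjusted p = 2.4e-06), miR-2355-3p (1.73), miR-483-3p (1.59), miR-517c-3p (1.54) and miR-519a-3p (1.44). Apart from miR-181a-2-3p, these miRNAs were close to the background in control cells, with mean deposited values of 8, 10.3, 9.33 and 21.3. The sizes of their rises are therefore uncertain. The largest falls among the called miRNAs with groups apart were those of miR-133a-5p (-2.09, standard error 0.16, adjusted p = 1.03e-05), miR-1-3p (-1.51), miR-133b, miR-133a-3p and miR-34a-3p (-0.72). miR-133a-5p was close to the background in TGF-β-treated cells (mean deposited value 20.3). Every array of a group lay apart from every array of the other for 275 of the detected miRNAs (18.9%) with the blank-spot background and for 104 (7.15%) with the local background, compared with 10% by chance.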

### miR-622 Overexpression Inhibits Cell Invasion and Migration via Suppression of EMT by Targeting HULC

Having identified miR-622 as a HULC-targeting and candidate EMT-suppressive miRNA, we next investigated its role in the EMT pathway via regulation of HULC. To evaluate whether miR-622 suppresses EMT by targeting HULC, we overexpressed miR-622 by using a miR mimic and validated its effect on miR-622 by qRT-PCR. The overexpression of miR-622 down-regulated expression of HULC in PDAC cells. miR-622 overexpression significantly decreased the expression of mRNA and protein of mesenchymal markers N-cadherin and vimentin, and expression of EMT-inducible transcription factor Snail, and increased that of epithelial marker E-cadherin (Figures 2A,B, Figure S1). Moreover, we confirmed that miR-622 overexpression significantly decreased cell proliferation, viability, invasion, and migration of PDAC cells (Figures 3A–D). These observations suggest that the inhibition of HULC, through miR-622 mimic, reduces tumor cell invasion, and migration through suppression of EMT in PDAC cells.

**Figure 2:**
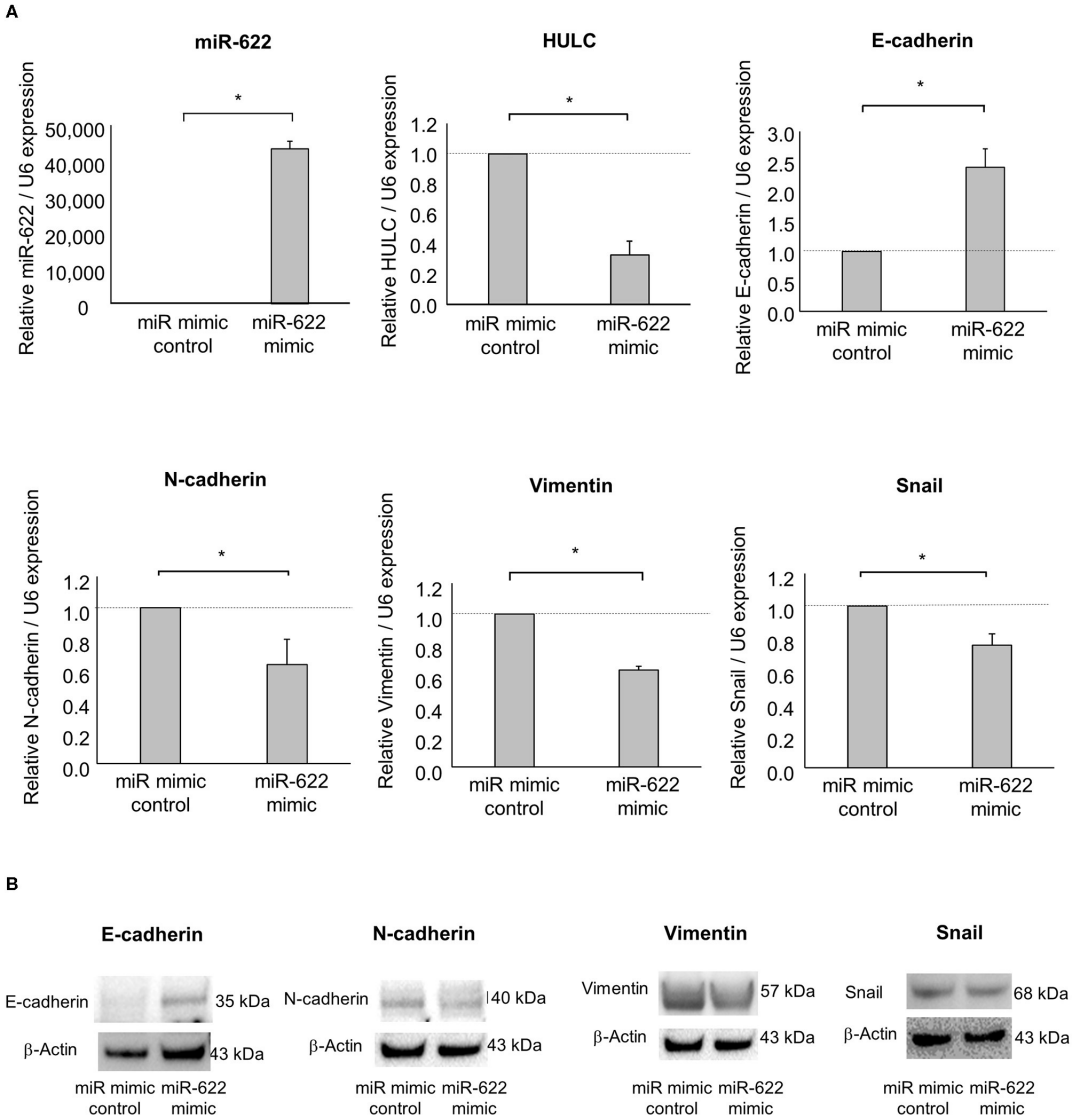
Effect of miR-622 overexpression on EMT in PDAC cells. Panc-1 cells were transfected with 12.5 nM miR-622 or the control mimic. **(A)** After 48 h, RNA was extracted and expression of miR-622, HULC, E-cadherin, N-cadherin, vimentin, and Snail was assessed by qRT-PCR. Bars are the means ± SEM of three independent experiments. *P < 0.05. **(B)** After 72 h, protein was extracted, and western blotting for E-cadherin, N-cadherin, vimentin, and Snail was performed. Protein levels were normalized to that of β-actin.

**Figure 3:**
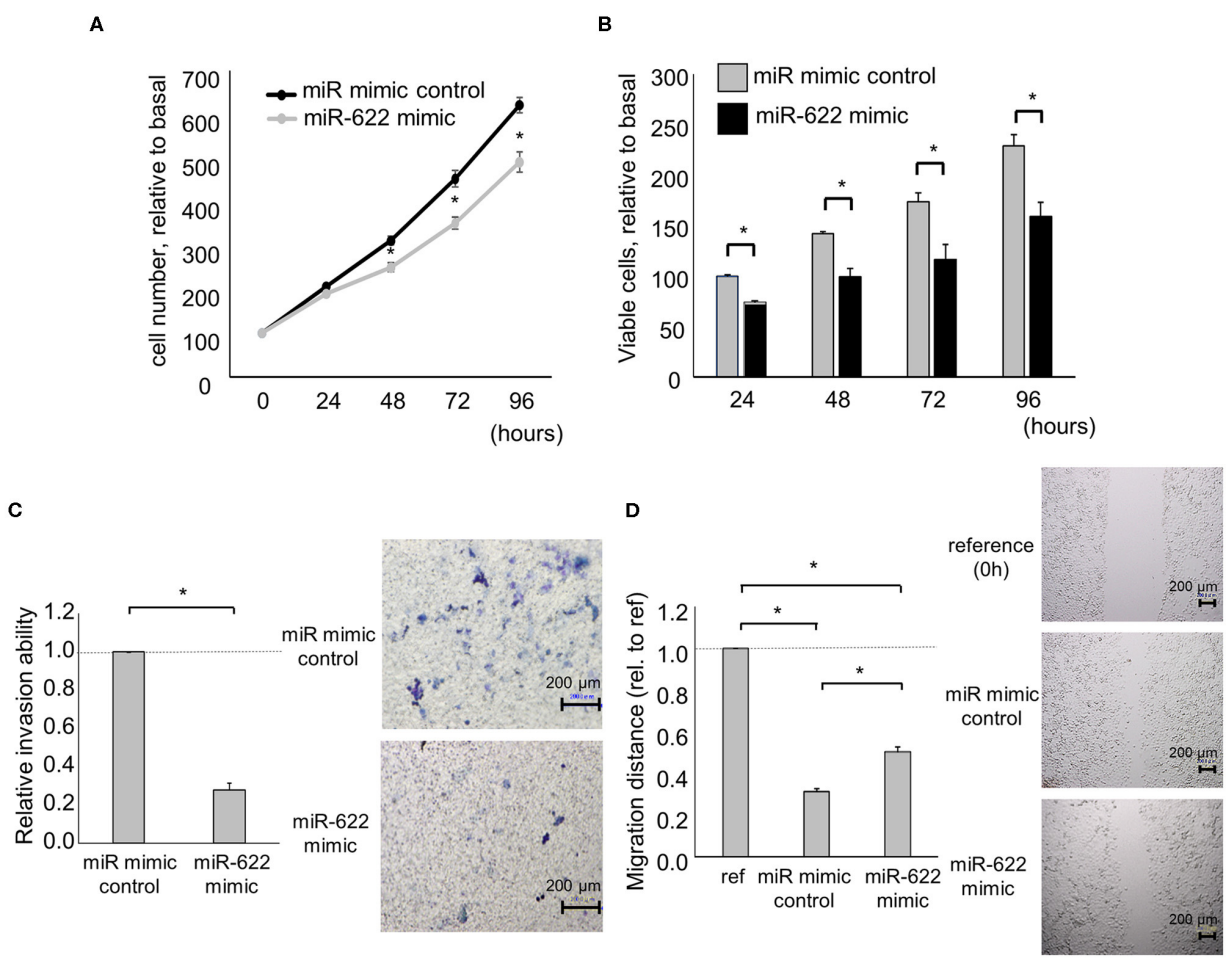
Effect of miR-622 overexpression on the phenotype of PDAC cells. Panc-1 cells were transfected with 12.5 nM miR-622 or the control mimic. **(A,B)** After 24, 48, 72, and 96 h, cell proliferation was assessed by cell counting using trypan blue **(A)** and cell viability was investigated by MTS assay **(B)**. **(C)** After 24 h, cell invasion was examined by Transwell assay using an inverted microscope. **(D)** After 24 h, cell migration was examined by wound healing assay. Reference indicates the image at time zero. Bars are the means ± SEM of three independent experiments. *P < 0.05.

### Inhibition of miR-622 Promotes Cell Invasion and Migration Through Induction of EMT

Next, to investigate the impact of miR-622 on the regulation of EMT, a miR-622 inhibitor was used to suppress miR-622 activity in PDAC cells. miR-622 inhibition significantly up-regulated HULC expression. Then, we evaluated the effect of miR-622 inhibitor on the EMT-related genes expression in Panc-1 cells. Inhibition of miR-622 significantly up-regulated mRNA expression of N-cadherin, vimentin, and Snail, and down-regulated E-cadherin expression (Figure 4A). Moreover, inhibition of miR-622 could promote the EMT pathway at the protein expression level (Figure 4B). We further assessed tumor-cell phenotypes after miR-622 inhibition. Inhibition of miR-622 significantly increased the proliferation, viability, invasion, and migration of PDAC cells (Figures 5A–D). Altogether, miR-622 may attenuate tumor cell invasion and migration by inhibition of EMT via targeting HULC in PDAC cells.

**Figure 4:**
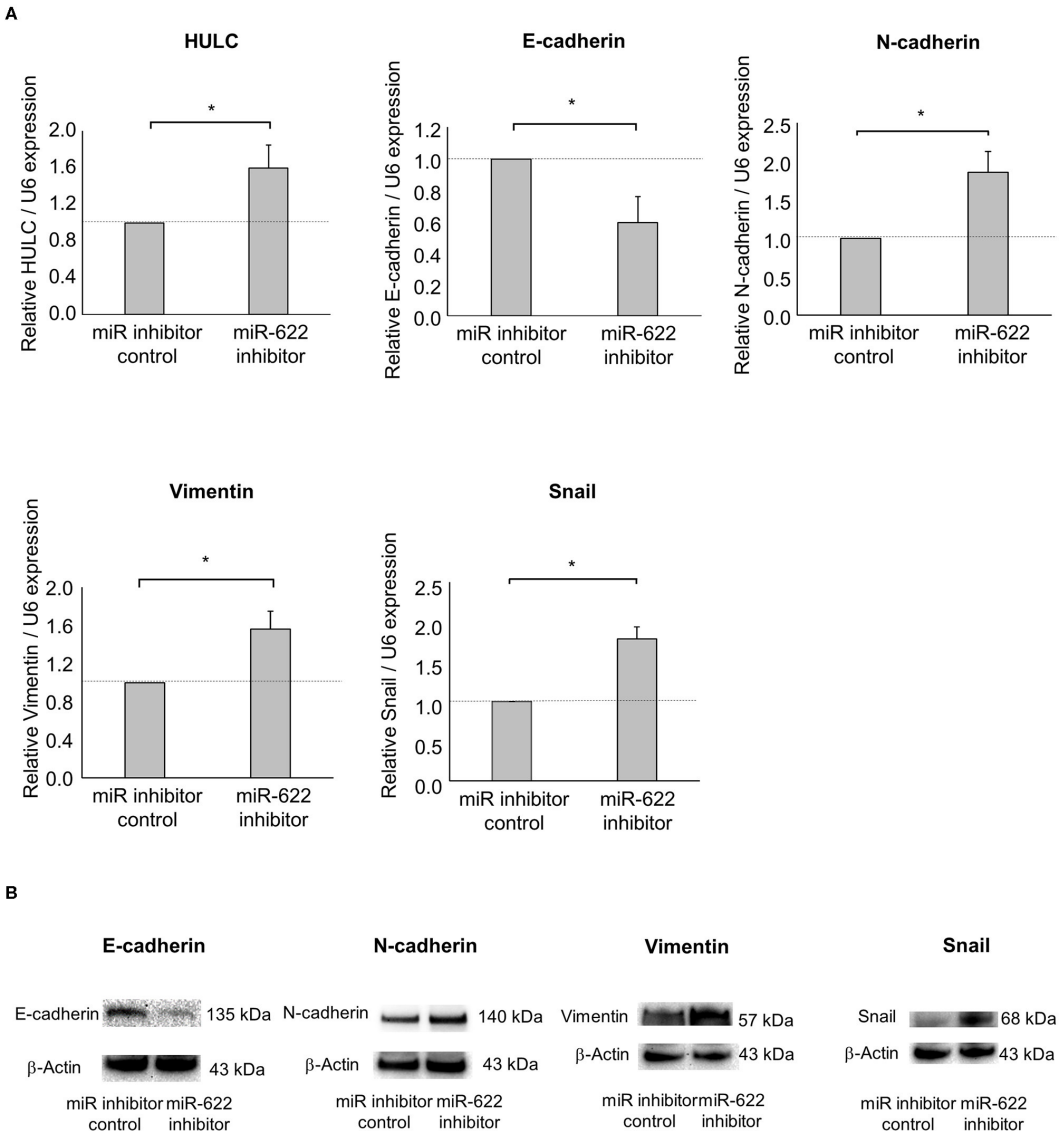
Effect of miR-622 inhibition on EMT in PDAC cells. Panc-1 cells were transfected with 12.5 nM miR-622 or a control inhibitor. **(A)** After 48 h, RNA was extracted and expression of HULC, E-cadherin, N-cadherin, vimentin, and Snail was analyzed by qRT-PCR. Bars are the means ± SEM of three independent experiments. *P < 0.05. **(B)** After 72 h, protein was extracted, and western blotting for E-cadherin, N-adherin, vimentin, and Snail was performed. Protein levels were normalized to that of β-actin.

**Figure 5:**
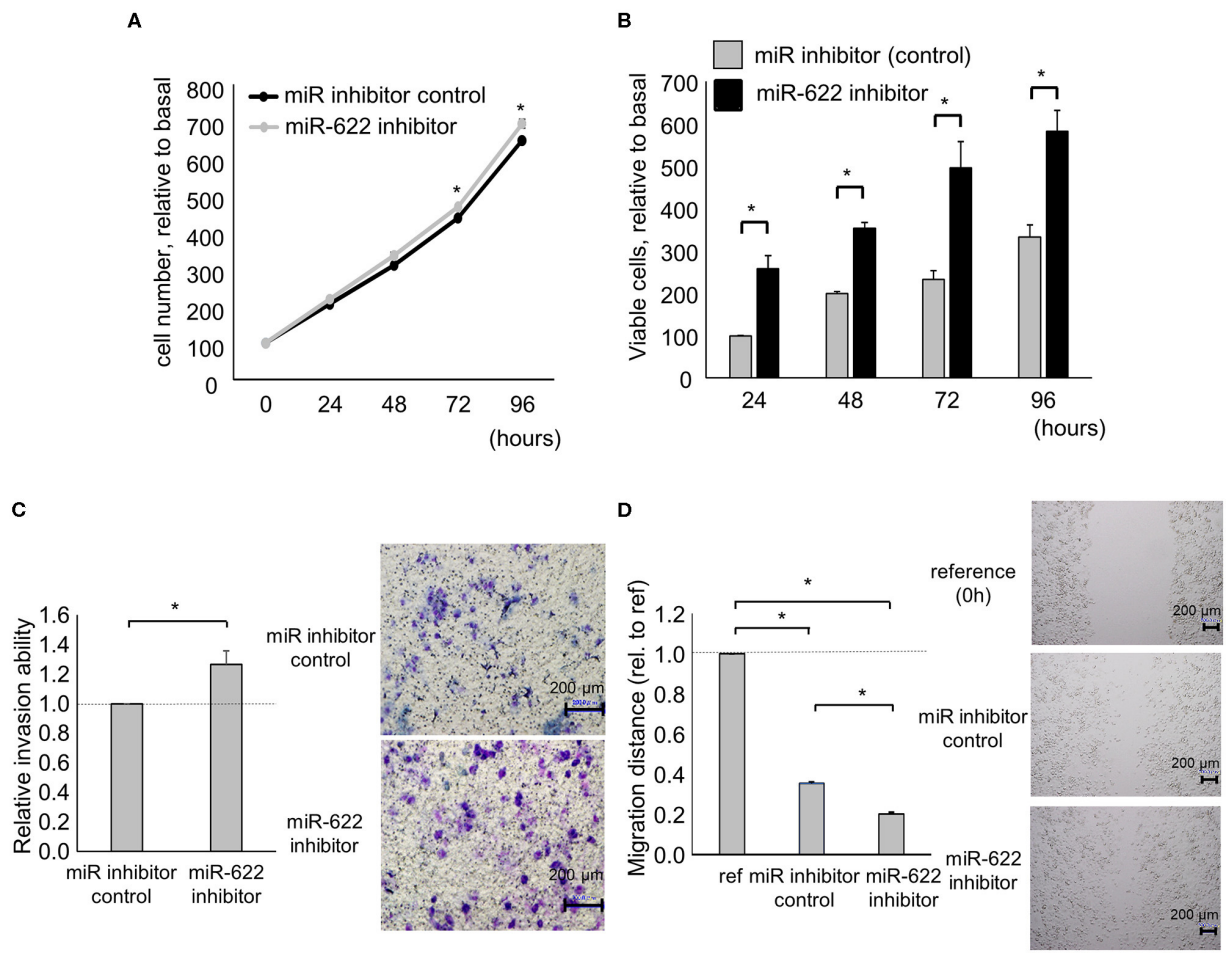
Effect of miR-622 inhibition on the phenotype of PDAC cells. Panc-1 cells were transfected with 12.5 nM miR-622 or a control inhibitor. **(A,B)** After 24, 48, 72, and 96 h, cell proliferation was assessed by cell counting using trypan blue **(A)** and cell viability was investigated by MTS assay **(B)**. **(C)** After 24 h, cell invasion was examined by Transwell assay using an inverted microscope. **(D)** After 24 h, cell migration was examined by wound healing assay. Reference indicates the image at time 0. Bars are the means ± SEM of three independent experiments. *P < 0.05.

### miR-622 Transfer by EVs Can Inhibit PDAC Cell Invasion and Migration

Similar to mRNAs or proteins, ncRNAs are also transferred by EVs from their donors to recipient cells. We previously reported that EV-mediated transfer of lncRNAs or miRNAs can mediate the phenotypes of neighboring hepatocellular carcinoma (HCC), CCA, and PDAC cells (8, 18, 24–26). Intercellular transfer of miR-30e by CCA cell-derived EVs could inhibit EMT signaling in recipient CCA cells (18). Also, long intergenic ncRNA regulator of reprogramming could be transferred by HCC cell-derived EVs and suppress chemoresistance in recipient HCC cells (26). Based on these findings, we speculated that miR-622 might contribute to the modulation of signaling pathways and behaviors in recipient cells via EV transfer. Thus, we attempted to investigate the ability of EV-encapsulated miR-622 to modulate EMT in recipient PDAC cells. EVs were extracted from PDAC cells by ultracentrifugation and their morphology was validated by electron microscopy. The collected EVs were ~100-nm microstructures with a lipid bilayer membrane (Figure 6A). Next, we collected EVs from donor PDAC cells transfected with miR-622 mimic and confirmed highly elevated expression of miR-622 and down-regulated expression of HULC in those EVs (Figure 6B). Then, we investigated the effect of the transfer of EV-encapsulated miR-622 on the EMT pathway in recipient PDAC cells. Incubation with EVs derived from PDAC cells after transfection with miR-622 mimic significantly increased miR-622 expression compared with incubation with EVs derived from PDAC cells with control mimic, suggesting that miR-622 could be transferred by EVs. Moreover, expression of E-cadherin was increased, and that of HULC, N-cadherin, vimentin, and Snail was decreased, in recipient cells incubated with miR-622-enriched EVs (Figures 6C,D). According to these results, the suppression of EMT by PDAC cell-derived EVs would be mediated by miR-622 through targeting HULC. Furthermore, incubation with miR-622-overexpressing PDAC cell-derived EVs significantly reduced recipient cell invasion and migration (Figures 6E,F). Taken together, these results implicate miR-622 within PDAC cell-derived EVs in suppression of tumor cell invasion and migration by inhibiting the EMT pathway.

**Figure 6:**
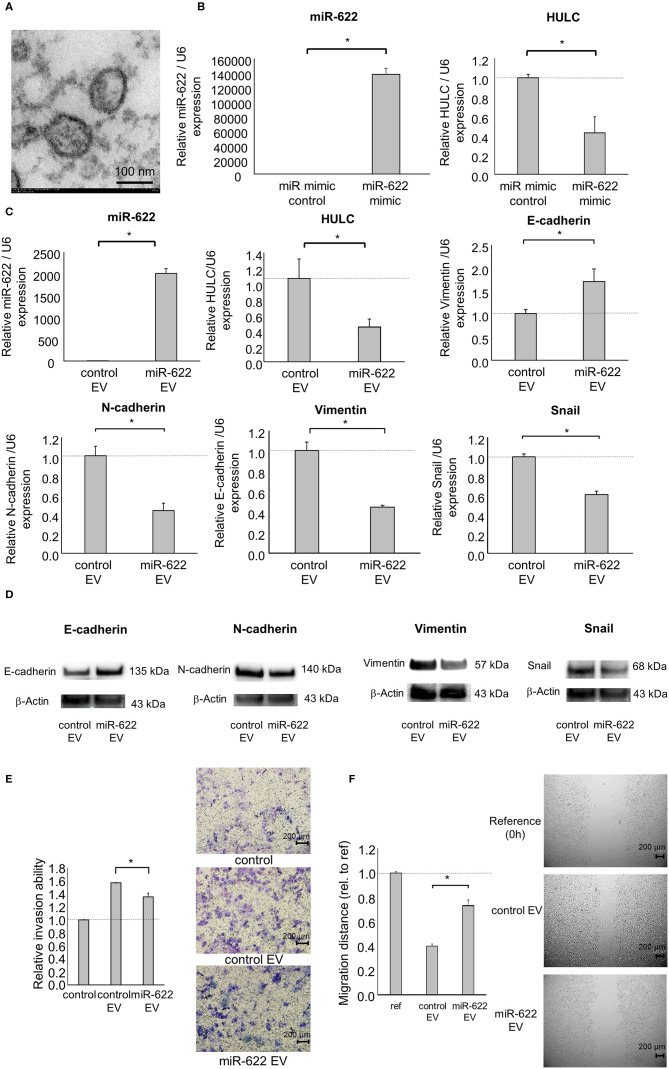
Intercellular miR-622 transfer by EVs during EMT and the phenotype of PDAC cells. Panc-1 cells (1 × 10^6^) were plated in 10 ml of vesicle-depleted medium on 10-cm dishes and were transfected with 12.5 nM miR-622 or the control mimic. After incubation for 72 h, EVs were extracted from the conditioned medium by ultracentrifugation. **(A)** Transmission electron microscopy was performed on EVs isolated from Panc-1 cells. Obtained EVs were composed of a homogeneous population of particles. **(B)** EV RNA was isolated and miR-622 or HULC expression was assessed by qRT-PCR. **(C–F)** EVs were added to recipient Panc-1 cells. **(C)** After 48 h, RNA was extracted from recipient cells and expression of miR-622, HULC, E-cadherin, N-cadherin, vimentin, and Snail was examined by qRT-PCR. RNA expression was normalized to that of U6 and expressed relative to the value of the control. **(D)** After 72 h, protein was extracted, and western blotting for E-cadherin, N-adherin, vimentin, and Snail was performed. Protein levels were normalized to that of β-actin. **(E)** After 24 h, cell invasion was examined by Transwell assay using an inverted microscope. **(F)** After 24 h, cell migration was examined by wound healing assay. Reference indicates the image at time 0. Bars are the means ± SEM of three independent experiments. *P < 0.05.

## Discussion

miRNAs function as post-transcriptional regulators of gene expression through translational repression or cleavage of mRNA, mediated by recognition of complementary sequences of target mRNAs (27, 28). Although miRNAs can act as oncogenes or onco-suppressor genes (29), miR-622 has been reported to work as a tumor suppressor in several cancers. In HCC, miR-622 directly targets the 3′ untranslated region of CXC chemokine receptor 4 (CXCR4) and inhibits tumorigenesis via suppression of CXCR4 expression (30). miR-622 was also reported to inhibit metastasis through regulating the EMT pathway by suppression of hypoxia-inducible factor-1α in lung cancer (31). Yes-associated protein 1 (YAP1) was identified as an oncogene in several cancers, including HCC, gastric adenocarcinoma, and non-small cell lung cancer. miR-622 can directly target YAP1 and inhibit cell proliferation of glioma cells by downregulating the expression of YAP1 (32). However, there is no literature on the roles of miR-622 in PDAC development. Our study revealed that miR-622 was down-regulated by TGF-β1 and could attenuate tumor migration and invasion via suppression of EMT by targeting HULC. This is the first report that miR-622 functions as an onco-suppressor gene in human PDAC. These observations may lead to the discovery of novel therapeutic approaches. The limitation of our study is that it is unclear whether TGF-β1 is acting through the canonical or non-canonical pathway in miR-622 expression. To investigate the issue, future studies will be needed to evaluate the expression of phosphor-SMAD2/3 and phosphor-ERK. Another limitation would be that there is no correspondence between the high expression of miR-622 and the downregulation of HULC, in particular when the cells are transfected with miRNA mimic. HULC would be one of the important miR-622 targets as well as the EMT inducer in PDAC cells (8). However, future studies focusing on the investigation of miR-622 target genes, which are more specifically modulated and contribute to the regulation of EMT, will be required using several PDAC cell lines.

LncRNAs have been reported to contribute to many biological processes by diverse mechanisms in cancers (5). The interrelationship between two classes of ncRNA, miRNAs, and lncRNAs, has been known to affect the epigenetic regulation in several diseases. Some investigators have shown that several lncRNAs are directly or indirectly targeted by miRNAs to repress the expression of lncRNAs (33). miR-34a acts as a tumor suppressor gene by inhibiting prostate cancer cell growth. miR-34a binds directly to the HOX transcript antisense RNA (HOTAIR) and represses the expression of HOTAIR (34). miR-29 can regulate the expression of MEG3 in methylation-dependent and -independent manners, and contribute to HCC cell growth (35). Similar to these findings, we present new insights into the miRNA–lncRNA interaction by showing that miR-622 directly targets HULC and attenuates PDAC cell invasion and migration via regulation of HULC. In our present and previous studies, both miR-133b and miR-622 were decreased during TGF-β induced EMT, and both could directly target HULC (8). 

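miR-133b is encoded by MIR133B on chromosome 6 of GRCh38.p14 from 52148923 to 52149041, inside the lncRNA gene LINCMD1. On the arrays of Panc-1 cells, its deposited values were 594 ± 53.6 (SD, n = 3) in control cells and 234 ± 45.4 (SD, n = 3) in TGF-β-treated cells, a ratio of 0.393 and rank 4 among the deposited ratios from the lowest. Every control array was above every TGF-β array (exact permutation test, 2-sided p = 0.1, the smallest that 3 arrays against 3 allow). Its log2 fold change with the blank-spot background was -1.48 (standard error 0.08, adjusted p = 2.4e-06 from limma), and it lay between -1.53 and -1.44 with each array left out in turn. The planned fit with the local background gave -0.54 (standard error 0.20, adjusted p = 0.987 from limma), and over the alternatives to that fit the adjusted p ranged from 2.4e-06 to 1.00. The call of miR-133b thus depended on the background correction, while its direction was the same in every alternative. The array lists miR-133a-3p, a member of the same family, under its own probe. Its deposited values were 423 ± 53.4 (SD, n = 3) and 169 ± 27.6 (SD, n = 3), and its log2 fold change with the blank-spot background was -1.47 (standard error 0.13, adjusted p = 3.58e-05 from limma). How far the probes tell the family members apart is not given in the files. miR-206, whose gene MIR206 lies 4488 bp from MIR133B, was not lower, with a log2 fold change of 0.046 (standard error 0.24, adjusted p = 0.979 from limma) with the blank-spot background, but it was close to the background, with deposited values of 19 ± 6.56 (SD, n = 3) in control cells and 20.7 ± 5.51 (SD, n = 3) in TGF-β-treated cells, and so says little about miR-133b.

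**Figure D4:**
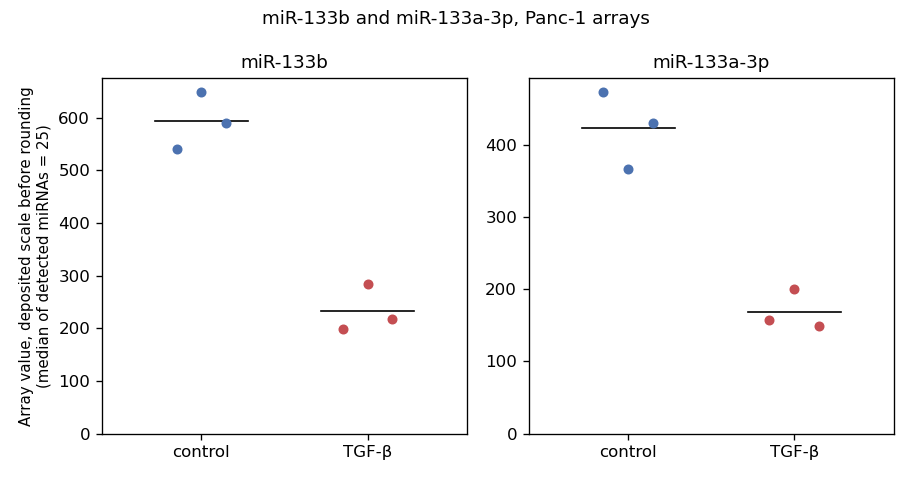
Array values of miR-133b and miR-133a-3p in 3 control (blue) and 3 TGF-β-treated (red) Panc-1 arrays, on the deposited scale before rounding, where the median of an array's detected miRNAs is 25. Points are arrays and black lines are group means; error bars of 1 SD of the blank spots are smaller than the points. The control arrays lie above the TGF-β arrays in both panels.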

Single inhibition of either miR-133b or miR-622 produced similar results. These data suggested potential compensatory mechanisms with inhibition of just one miRNA. Because an mRNA can be targeted by multiple miRNAs, the limitation of these two studies would be that we did not elucidate when miR-622 can predominantly work rather than miR-133b and how those two miRNAs works compensatory. The detailed mechanisms should be investigated to fully understand the contributions of the miR-622–HULC interaction in the regulation of EMT in the future studies. However, the present study reveals previously unrecognized roles of miR-622 in PDAC development.

EVs have been implicated in invasion and metastasis in several cancers. While some EV contents have been reported to induce tumor invasion and metastasis, other factors have also been recognized to inhibit cancer development (13, 36). Breast cancer-derived EVs encapsulate miR-122 and the intercellular transfer of miR-122 by EVs could promote breast tumor metastasis, whereas EVs derived from patients with non-metastatic primary melanomas suppress lung metastasis (37, 38). Moreover, cancer cell-derived EVs are thought to play a role in metastatic organotropism of breast and pancreatic cancers via integrin expression in EVs (39). In our present and previous studies, negative control EVs derived from PDAC cells increased cell invasion and migration in receiving cells (8). This particular aspect of these data suggested that additional EV contents, such as oncogenic mRNAs, ncRNAs, or proteins, could be involved in inducing EMT and tumor cell development. On the other hand, EV miR-622 could attenuate the EMT, invasion, and migration in receiving cells. Because most exRNAs would be encapsulated within EVs, EV contents other than miR-622 might also have been transferred to recipient PDAC cells and may have affected EMT signaling in the present study. However, miR-622 is confirmed to be within PDAC cell-derived EVs, and miR-622-overexpressing EVs could deliver miR-622 and suppress recipient cell invasion and migration through inhibiting EMT, suggesting that extracellular miR-622 would be contained within the EVs and could be one of the most important factors for regulation of EMT in PDAC. This is the first report that miR-622 is a miRNA that can be encapsulated and carried by cancer cell-derived EVs. Although further studies are needed to investigate the roles of miR-622 and HULC in PDAC development, our findings indicate that the interaction between EV-miR-622 and HULC mediates EMT, as well as invasion and migration, in PDAC cells.

We demonstrated the role of lncRNA-miRNA signaling in tumor invasion and migration in PDAC cells, and revealed the contribution of EV transfer of ncRNAs to PDAC development. These observations provide new insights into cancer cell invasion and metastasis and identify EV-encapsulated ncRNAs as novel therapeutic targets for human PDAC.

## Data Availability Statement

The datasets generated for this study can be found in the miRNA microarray data can be accessed in the NCBI GEO Database (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi) under accession no. GSE121369.

## Ethics Statement

This study was approved by the Institutional Review Board of Asahikawa Medical University.

## Author Contributions

KT designed the project, organized data, and wrote the manuscript. KT, KK, and YO performed the experiments and analyzed data. HI, KY, and YK reviewed the data and manuscript. SF conducted experiments, data analysis, and manuscript preparation. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

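The data were 6 miRNA arrays of Panc-1 cells, 3 from control cells and 3 from cells kept for 72 h with TGF-β at 10 ng/mL. For each array the authors deposited the scanner output, with the median intensity of each of 3200 spots and the median intensity of its local background on a linear scale, without normalization. The authors also deposited a table of processed intensities for 2565 miRNAs, whose method is not named in the paper's text. It was rebuilt from the scanner files: the mean of the blank spots, with 5% of them left out at each end, was subtracted, the result was scaled so that the median of each array's detected miRNAs was 25 and rounded, and values at or below the blank mean plus 2 SD were left empty. The table is on a linear scale, it was not centred per miRNA, and the median of each of its columns was 25. The rebuilt and the deposited values differed by no more than rounding to whole numbers gives. The paper's statistics section names a 2-tailed test of means, an analysis of variance and a rank test for the whole paper. The paper takes the array data from an earlier study, and its text does not name their normalization, detection rule or test.

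The analysis was done in R 4.3.3 with limma 3.58.1, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9. The spot signal and local background were corrected with limma's normexp method (offset 50) on all spots, control and blank spots were then left out, flagged spots were set as missing (3 miRNA spots over the 6 arrays), the miRNA probes were quantile normalized between arrays, and log2 values were compared with lmFit and eBayes with an intensity trend. Benjamini-Hochberg adjustment was over the 1457 miRNAs detected on every array of at least 1 group, where detection was a signal above the mean plus 2 SD of the trimmed blank spots. Fold changes are differences of group means of log2 values, and the fold threshold of 0.87 and its mirror 1/0.87 were applied to them. Single miRNAs were also tested with an exact permutation test, 2-sided. Lists of miRNAs were tested with limma's camera (preset correlation 0.01), for 6 miRNAs of the miR-200 family and miR-205 and for 13 miRNAs commonly described as raised by TGF-β.

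This design, its alternatives and the rule for naming miRNAs were set before the data were examined. The rule names miR-622, miR-133b, other miRNAs of the paper, the list members, and the 5 largest rises and falls past an adjusted p of 0.05 with groups apart, or the 3 largest with groups apart where fewer pass. The same rule was applied to the fit with the blank-spot background after its values were seen, and miR-206, miR-1-3p, miR-133a-3p, the miR-181 family and a cluster of miRNA genes on chromosome 14 were also added only then. What miR-206 would show was written down ahead of looking at its own values. The alternatives were median scaling over detected miRNAs, 75th percentile scaling, no normalization, normexp with an offset of 0, subtraction of the blank mean with a floor of 1 before the log2, no background correction, the deposited values, the replicate number as a block, each array left out in turn, other filters on dim probes, the ratio of linear means, the methods' t-test, and limma without the trend or with a robust fit. Alternatives within the blank-spot background and within the deposited values were added after the data were seen.

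The replicate number is also the position of the array on its slide. The check of pairing was the correlation, over the 1282 miRNAs detected on all arrays, of the deviations of same-numbered arrays from their group means. With the local background it was 0.30, 0.47 and 0.25 for replicates 1, 2 and 3, each above 0.1, the limit used for counting the numbers as pairs. Slide position and a shared culture or batch cannot be told apart as the source, since they go with the same numbers. With the blank-spot background it was 0.13, 0.11 and -0.03. All control arrays were on 1 slide and all TGF-β arrays on the other.

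The procedure was tested on simulated arrays for the comparison of TGF-β against control, in 5 runs of 1511 to 1548 detected miRNAs with 200 probes changed by 1 on the log2 scale, of which those that were detected, 191 to 194 per run, were counted. With a simulated local background that did not depend on the signal, 60.9% of the changed miRNAs were found, and with the blank-spot background 84.0%, with 5.40% and 6.27% of the calls being false. With a local background that rose with the signal as measured on the arrays, 0% were found. That background used the measured ratio of each probe on each array, so it carried scatter between arrays as well as the rise. Signals were simulated above the blank mean, which favours the blank-spot background.

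Signals were close to the background: the median miRNA spot gave 20.4 to 24.1 intensity units and the detection limits were 19.5 to 22.8 units. Positions of genes are from the RefSeq annotation of GRCh38.p14, in which 1334 of the 1457 detected miRNAs matched a single gene; the array files name no genome build. The qRT-PCR, luciferase, mimic, inhibitor and extracellular vesicle experiments were not analysed here.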

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

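Of the tests in this part, the one on the arms of the miR-181 precursors and the one on the arms of all precursors were chosen only after the result was seen. The tests on miR-206, on the control spots and on other groupings of the arrays were written down before their own results were seen. The patterns concern the blank-spot background, which was among the alternatives set in advance and not the planned analysis.

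All 9 detected miRNAs of the miR-181 family were higher in TGF-β-treated cells than in control cells, a signal in miRNAs the paper does not discuss. The median log2 fold change was 1.19, with a range of 0.71 to 1.96, and 8 of the 9 had an adjusted p under 0.05 in limma. The median was 1.21 with median scaling, 1.22 with 75th percentile scaling and 1.20 without normalization. With the local background it was 0.09, with all 9 still above 0 and none called by limma. Hybridization between members of the family could spread the rise of a few miRNAs over several probes. If the 5p arms alone took up each other's RNA, the 3p arms would not rise, but the 5 detected 3p arms rose by a median of 1.11. The 3p arms of the family may also share probes' signal among themselves, and the files do not give the probes' specificity, so how many of the precursors rose cannot be told apart. An effect of TGF-β on these genes stays open, as does a difference between the slides.

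The 5 detected miRNAs of the miR-133 and miR-1 group were lower in TGF-β-treated cells, with a median log2 fold change of -1.48. Of these, 4 had an adjusted p under 0.05 in limma, and miR-1-5p (-1.33, adjusted p = 0.0646), which was detected on 1 of the TGF-β arrays, did not. The paper discusses miR-133b, but not the others. Median scaling gave -1.46, 75th percentile scaling -1.44 and no normalization -1.47. The local background gave a median of -0.20, none was called and miR-1-3p was higher (0.17). The probe of miR-133b could take up miR-133a-3p, whose genes lie 3218 bp and 10535 bp from the genes of miR-1-3p. If MIR133B were less transcribed and shared its transcript with its neighbour MIR206, miR-206 would be lower as well, but its log2 fold change was 0.046. Whether they share a transcript was not tested, and MIR206 lies outside LINCMD1, which holds MIR133B. miR-206 was close to the background, with deposited values of 19 ± 6.56 (SD, n = 3) in control cells and 20.7 ± 5.51 (SD, n = 3) in TGF-β-treated cells. Its signals were 4.55 to 10.7 SDs of the blank spots above their mean. For miR-133b, its own fall and signal from miR-133a-3p therefore cannot be told apart. An effect of TGF-β on the transcripts of miR-1 and miR-133a is a candidate explanation that was not tested further.

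In all, 38 miRNAs were higher in TGF-β-treated cells at an adjusted p under 0.05 in limma, none of them among the miRNAs the paper names in its text. The count of higher and lower calls together was the largest of the 10 groupings of the arrays, being reached by 1 of 10, but 10 groupings are too few to exclude chance. Noise on single probes would leave the arms of a precursor unrelated. Across 362 precursors with both arms detected, which are not independent replicates, the changes of the arms had a correlation of 0.373 (Spearman 0.350), compared with -0.0946 to 0.0989 for random pairs of miRNAs of like signal (permutation p = 1e-04, the smallest that 10000 pairings can give). Among the 337 precursors with no called arm it was 0.237. With the local background the same 362 precursors gave -0.00719 (Spearman 0.0308), and a share of 0.820 of the random pairings was as large. For the values with the blank-spot background, this argues against noise or slide effects that act on single probes as the whole source. The difference between the slides in RNA, labelling or hybridization stays open. Bright control probes, 16 in number, differed between the groups by at most 0.275 in log2 signal, and most were lower on the TGF-β slide. Their signals were neither background corrected nor normalized. The called miRNAs, with the blank-spot background and quantile normalization, had a median change of 0.700 and a smallest of 0.226. Of these, 2 changed by no more than the control probes did, but the scales differ. Control probes do not show how the RNA of the cells was handled, and each group was on its own slide. An effect of TGF-β cannot be told apart from such a difference.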

How the results depend on the processing

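The alternatives of the blank-spot background and of the deposited values in this part, and detection on at least 1 array of each group, were chosen after the data were seen, while the alternatives of the local-background analysis were planned. Slide as a block was not run, since each slide held a single group.

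The number of detected miRNAs stayed within 1282 to 2043 over its alternatives. The number below 0.87-fold with the local background, 105 with 90 above 1/0.87-fold, was 13 with 121 above under median scaling, 13 with 122 above under 75th percentile scaling and 9 with 139 above without normalization. It was 185 with 146 above with a normexp offset of 0, 285 with 297 above with the blank-spot background and 38 with 66 above without background correction. The scalings thus changed which direction held more miRNAs. The deposited values gave 132 below and 488 above by the same rule. With each array left out in turn the count was 98 to 133.

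No miRNA was called by limma with the local background, where 35 had an unadjusted p under 0.05. The blank-spot background gave 58 calls, no background correction 59 and the deposited values 31. Of the calls of the blank-spot background, 54 were also called without background correction. Every other alternative gave 0 calls, among them each array left out (0 to 0) and the methods' t-test, which had 39 before adjustment. Across detected miRNAs the log2 fold changes of the local and the blank-spot background had a correlation of 0.120. Why the calls appear when the local background is not used was tested by simulation, which is given under the other observations. For the remaining changes in this part the cause was not tested.

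miR-622, at -0.042, was above 0 with median scaling (0.0042), 75th percentile scaling (0.0061), no normalization (0.040) and without control replicate 1 (0.019). In the first 3 of these settings the median of all detected miRNAs was 0.0011, 0.0030 and 0.037, so that miR-622 changed there as the miRNAs did as a whole. The log2 value of miR-622 with the local background was 6.42 on control replicate 1 and 6.26 and 6.21 on control replicates 2 and 3. On the TGF-β arrays it was 6.26, 6.27 and 6.23, so the fall of miR-622 rested on control replicate 1. Why that array was higher was not tested. With each array left out in turn it was -0.086 to 0.019. It was not past the adjusted threshold under any alternative to the local-background analysis (adjusted p of 0.224 to 1.00). miR-133b kept its direction under all 18 alternatives. It passed the threshold with the blank-spot background (-1.48, adjusted p = 2.4e-06), without background correction (-1.21, adjusted p = 3.74e-06) and in the deposited values (-1.36, adjusted p = 0.000132), and not under the others (adjusted p up to 1.00). With each array left out it was -0.73 to -0.32.

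The median of the miR-200 family and miR-205, of which 2 miRNAs were detected, was 0.0063 and changed direction without control replicate 1 (-0.0068) and without TGF-β replicate 2 (-0.0057), with a range of -0.0068 to 0.017 over the arrays left out. The median of the miRNAs commonly raised by TGF-β was 0.087 (limma's camera with a preset correlation of 0.01, p = 0.00287). It did not pass with fry (0.087, p = 0.0916) or without control replicate 1 (0.066, p = 0.116), passed with an estimated correlation (p = 0.0342), and was 0.063 to 0.078 with each array left out.

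With the blank-spot background, the 58 calls (20 lower and 38 higher) became 35 without normalization (8 lower, 27 higher), 20 without a filter on dim probes (6 lower, 14 higher), 17 with the methods' t-test (5 lower, 12 higher) and 31 with limma without the intensity trend (9 lower, 22 higher). With 75th percentile scaling they were 49 (12 lower, 37 higher). With each array left out they were 29 to 52, with 29 without TGF-β replicate 2 and 33 without TGF-β replicate 3, each with fewer arrays in the fit. The number below 0.87-fold rose from 285 to 443 without the filter, which adds miRNAs, and was 293 to 327 with each array left out. miR-622 and miR-133b kept direction and side of the threshold under all 14 alternatives, with -0.48 to -0.35 and -1.53 to -1.44 over the arrays left out. The miR-200 family and miR-205 changed direction without control replicate 1 (-0.079, range -0.079 to 0.22 over the arrays left out). The miRNAs commonly raised by TGF-β stayed past the threshold under all 12 alternatives (p up to 0.00264), with medians of 0.16 to 0.70 over the arrays left out.

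In the deposited values, the 186 miRNAs below 0.87-fold became 349 with common scaling, 392 before any scaling, 121 for miRNAs detected on every array of at least 1 group, 80 for those detected on all 6 arrays and 372 without TGF-β replicate 2. The counts above 1/0.87-fold changed from 626 to 383, 343, 516, 451 and 366. With each array left out the count below was 165 to 372.

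The replicate number as a block, which also groups arrays at the same position on the slide, gave 105 miRNAs below and 89 above with the local background and 0 calls. The replicate block gave 61 calls with the blank-spot background, and it changed no other call.

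Signal over background limits these results. The median miRNA spot lay close to the detection limit of its array. For miR-622 the group means differed by 5 units, and single blank spots had an SD of 2.52 to 2.73 units on the same scale. That SD is not the error of a difference between means.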

Differences from the paper's values

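The paper gives 187 miRNAs reduced below 0.87-fold, and the planned analysis with the local background gave 105. The planned offset of 50 makes the fold changes of dim miRNAs smaller, which can keep some of them from passing the threshold. Of the alternatives set before the data were examined, a normexp offset of 0 (185), the authors' processed values (132) and leaving out control replicate 3 (133) were within 1.5 times of the paper's number. Median scaling, 75th percentile scaling, no normalization, the blank-spot background, no background correction, the replicate block, the other arrays left out, the other filters on dim probes and the ratio of linear means were not. The ratio of the deposited group means over the miRNAs with a value on at least 1 array of each group gave 186, and this rule was chosen after the values were seen.

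For miR-622, the paper's log2 ratio is about -0.2 in Figure 1A, read by eye, and the planned analysis gave -0.042. Of the alternatives set before the data were examined, a normexp offset of 0 (-0.11) and the authors' processed values (-0.26) did not differ from it by more than 1 standard error of the fold change. By this measure or by sign the other alternatives did, including the blank-spot background (-0.42, standard error 0.15), whose distance is under 2 standard errors. The measure favours fits with a large standard error. No background correction also gave -0.11 but counts as differing, since its standard error was 0.039, compared with 0.14 for the offset of 0. The planned offset of 50 by itself makes the fold change of a dim miRNA such as miR-622 smaller. Part of the distance of -0.042 from the paper's ratio may therefore come from the offset.

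The paper's number of detected miRNAs, 1719, was reached by detection on at least 1 array of each group, a rule chosen after the values were seen, and the planned rule gave 1457. The files list 2565 miRNA probes, slightly more than the paper's number of profiled miRNAs. In both cases the numbers are within 1.5 times of each other.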

Other observations

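Of the tests in this part, those on the scaling of the deposited values, on the local background, on neighbouring miRNA genes and on the chromosome 14 cluster were chosen only after the result was seen. The test of the number of calls over other groupings of the arrays was written down before its result was seen, and the form of that of the fold counts was chosen after.

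In the deposited values, 77.1% of the miRNAs past either fold threshold were raised. A candidate explanation is the scaling of each array to the median of its own detected miRNAs, since TGF-β replicate 2 had the most detected miRNAs and these include more dim ones. Without that array 49.6% were raised, and without any 1 of the others 72.4% to 83.4%, so the excess rests on 1 array. When the arrays were scaled on the miRNAs detected on all 6 arrays, 52.3% were raised, but such scaling brings the share near 50% whatever the cause. Before any scaling the same values had 46.7% raised, with 392 below and 343 above the thresholds, which is consistent with the scaling as the source of the excess. A rise of many miRNAs that a weaker labelling of the same arrays hid before scaling stays open and was not tested.

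No miRNA was called with the local background. A local background that rises with the spot's own signal may be the reason, since subtraction then removes signal, by a share that differed between arrays. In simulated arrays with the measured rise, 0% of the changed miRNAs were found with the local background. The share was 60.9% when the simulated background did not depend on the signal and 84.0% with the blank-spot background. The simulated rise used the measured ratio of each probe on each array, so the rise and its scatter between arrays cannot be told apart. Signals were simulated above the blank mean, which favours the blank-spot background. With 0% found either way, the absence of calls with the local background says little about the effect of TGF-β.

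Neighbouring miRNA genes may be transcribed together. Of the variance of the log2 fold changes with the blank-spot background, a share of 0.316 lay between 21 clusters of 115 miRNA genes with gaps of at most 10 kb, and a share of 0.0310 of 10000 random sets of clusters of like signal reached this value (permutation test). Of the 1457 detected miRNAs, 1334 had a single gene in the reference.

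A cluster on chromosome 14 of GRCh38.p14 from 101022066 to 101066801, which overlaps MIR381HG, was singled out after its values were seen. Of its 37 miRNA genes with a detected miRNA, 33 were higher in TGF-β-treated cells with the blank-spot background, taking the mean of a gene's arms, and 11 miRNAs were called by limma. The lowest share raised over the scalings of the blank-spot background was 89.2%, compared with 47.5% to 52.9% of all detected miRNAs, so the scaling between arrays could not by itself give this pattern. In the planned analysis 29 of 37 were higher. A shared rise of this cluster with TGF-β may be real, but a difference between the slides in the RNA stays open.

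Other groupings of the 6 arrays into 3 and 3 were counted for each fit. Since the sides of a grouping have no direction, miRNAs past either fold threshold were counted. The number was at least as large as in the real grouping in 8 of 10 groupings with the local background, in 5 of 10 with the deposited values and in 1 of 10, the real grouping, with the blank-spot background. With the local background the real grouping gave 0 calls, so that a comparison of calls says nothing there, and other groupings gave up to 5. With the blank-spot background the calls were as many in 1 of 10, the real grouping, and the others gave 0. With 10 groupings chance cannot be excluded for the fold counts or for the calls with the blank-spot background. Of the 4 groupings that part all 3 pairs of equal replicate number, the real one among them, 3 had at least as many miRNAs past either threshold with the local background. These 3 also include the real grouping.

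Of the 13 miRNAs commonly raised by TGF-β, all were detected. Their median log2 fold change was 0.44 with the blank-spot background (limma's camera with a preset correlation of 0.01, p = 4.01e-10). Camera with an estimated correlation gave p = 0.00264. The median is the value of miR-145-5p, which was close to the background (mean deposited values 8 and 9.67). Over all miRNAs tested 5 were called, and 6 when adjusted over the list alone. The 5 were miR-181a-5p, miR-181b-5p, miR-100-5p, miR-125b-5p and miR-99a-5p, with rises of 0.71 to 1.28. None of the 13 was called either way with the local background. Of the 6 miRNAs of the miR-200 family and miR-205, miR-200a-3p and miR-200b-3p were detected, their median was 0.11 (limma's camera with the same preset correlation, p = 0.674) with the blank-spot background, and 0 were called either way.

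Of 18 other miRNAs or arms that the paper names in its text, 15 were detected. Their log2 fold changes with the blank-spot background ran from -0.72 to 0.40, with 11 lower and 4 higher. limma called miR-126-3p (-0.32), miR-34a-5p (-0.65) and miR-34a-3p (-0.72). In limma 0 were called with the local background.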
